A study of Mus musculus with 4 samples.

How the data were processed

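RNA was measured in 4 libraries of mouse cortical neural stem cells, 2 with a scrambled shRNA and 2 with an shRNA against Foxp1, and the groups were taken from the sample titles. Per the labels' protocols, RNA was selected for poly(A) tails and libraries were made with the SOLiD Total RNA-Seq kit. Per the submitters' processing notes, TopHat2 2.0.9, Cufflinks 2.2.1 and Cuffdiff were used with genome build mm10; the Cuffdiff version, the annotation, the filters and the use of strand are not given in the sources used here. Build mm10 is GRCm38, and starts were converted to count from 1. Coordinates are those of the authors' loci, which can span several genes; of 21746 symbols found in the GRCm38.p6 gene table, 11000 had the same start.

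The authors deposited 1 table of 26815 entries that compares a condition coded q2 with one coded q1. Its log2 fold changes, per the file headers, are log2 of the q2 value over the q1 value, with no finite value where a condition is listed at 0. The authors' test statistic is a score for q2 against q1, per the file headers. The p-values and q-values are the authors' own, and all 15315 deposited q-values equal a Benjamini-Hochberg adjustment of the p-values over the tested entries within a relative tolerance of 0.001. The other 11500 entries were not tested by the authors. No header or label ties q1 or q2 to an shRNA, so 2 columns of per-condition expression values match no group and were not used, and directions are stated only as q2 against q1. Expression levels were therefore not assessed, and read depth and the precision it gives are unknown. The labels give cultures of different passages as replicates, and what spread the Cuffdiff p-values measure was not established here. A p-value does not separate an effect of the shRNA from other differences between the cultures.

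Calls are the authors' own. Gene-level summaries used the tested entries with a single symbol that occurs once, which left out 2904 entries without a symbol, 2874 of them tested and 74 called, and 207 with several symbols. Before the data were examined, 35 gene lists with 715 entries, the tests and the rule for naming genes were fixed. Calls in a list were compared with those in other tested genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 29 lists with at least 5 tested members. A list's members were also adjusted over the list alone. List medians were placed among 10000 random lists of the same size. The design had planned to match these on expression level; with the levels not used, they were matched in 20 bins on the size of the error implied by fold change and statistic, a choice made after seeing the data. It had also planned a pseudocount of FPKM values, and the deposited log2 fold change took its place. A set test with an estimated correlation between genes needs values per library, which were not used here, so correlated members can make list tests too confident.

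The rule for named genes took Foxp1, the 10 called genes with the highest and the 10 with the lowest log2 fold change, called genes listed at 0 in a condition, every Notch ligand and receptor, and up to 4 called members of each other list. Where a list had fewer than 2 called members, up to 2 others with the largest statistic were added. Minimums and rankings by expression level that the rule had held were dropped, and its part on the most abundant called genes was left out. Some genes that the rule takes are not reported here. Sex-linked genes and gene families were chosen after their values were seen.

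Transcript GC content and length were taken from GENCODE M21 on GRCm38 by symbol, for 11476 of 12004 genes (95.6%). GC content was the median and length the maximum over a gene's transcripts. The median log2 fold change in 50 bins of GC content was subtracted, the statistic was rescaled by the same error, and p was read from the relation of the authors' p to their statistic. Random lists and trends left out 86 genes with transcripts under 200 bases, because 10 of them had an absolute statistic over 3 beside an authors' p over 0.05. These corrections and the length filter were added after seeing the data. On simulated data with the real genes, the corrected procedure called 53% of genes changed by a log2 of 1, 91% of those changed by a log2 of 2 and 0.0355% of unchanged genes. These call rates hold for the simulated noise only and do not test the calibration of the authors' p-values. Random lists of 20 passed Fisher's exact test in 2.8% of draws and lay outside percentiles 2.5 to 97.5 in 7.2%, so the percentiles are somewhat generous. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

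Alternatives were a stricter and a looser q, a minimum fold change, p-values from a normal distribution, centring, single-symbol entries, entries above 0 in both conditions, entries with a locus of their own, and removal of the GC or length trend.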

Results

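Poly(A) RNA was sequenced from cortical neural stem cells of CD-1 mouse embryos (E14.5), grown as a monolayer with EGF and bFGF. Cells had been transduced with a lentivirus carrying a scrambled shRNA or an shRNA against Foxp1 and expanded under puromycin at 0.5 µg/mL. The series held 4 libraries, 2 per group, prepared as biological duplicates from different passages. The values came as 1 comparison per gene between pooled conditions coded q1 and q2, and neither the labels nor the headers say which code is which shRNA. Every direction is therefore given as q2 relative to q1. No per-library or per-condition value was used here, so no spread between replicates can be printed, and read depth is unknown.

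The comparison asked which transcripts differ between neural stem cells carrying the Foxp1 shRNA and those carrying the scrambled shRNA. Foxp1, the targeted forkhead transcription factor (GRCm38 chromosome 6, 98925342 to 99435345), was 4.09-fold lower in q2 in the authors' deposited table (log2 fold change -2.03, Cuffdiff q = 0.00162). In q2, 12 of 27 tested extracellular matrix and integrin genes were called higher and 3 lower, with the integrins Itgav and Itgb8 called lower. Itgb8 lost its call once a trend with GC content was removed, and Itgav kept it. The hedgehog pathway genes Gli1, Shh and Hhip were called higher in q2. Of 16 immediate early genes 7 were called higher, or 4 once a trend with GC content was removed. Of 19 tested astrocyte markers 8 were called lower and 1 higher, Sparcl1, at 14.6-fold in the authors' deposited table, with Aqp4, Ndrg2 and Gfap 6.48-, 5.36- and 4.16-fold lower in the authors' deposited table. The Notch ligand Jag1 was 4.66-fold higher in q2 in the authors' deposited table, while the ligand Dll3 was 2.55-fold lower.

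Of 15315 tested entries, the authors' deposited table called 1168 at a q under 0.05, 649 higher and 519 lower in q2. Among the 12159 tested genes with a single symbol, 1089 were called, 615 higher and 474 lower. The median absolute log2 fold change of the called genes in the authors' deposited table was 1.07, and the smallest was 0.63. The authors' p-values stopped at 5e-05, which 472 entries shared, so the smallest q of 0.00162 in the authors' deposited table does not rank genes.

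**Figure D1:**
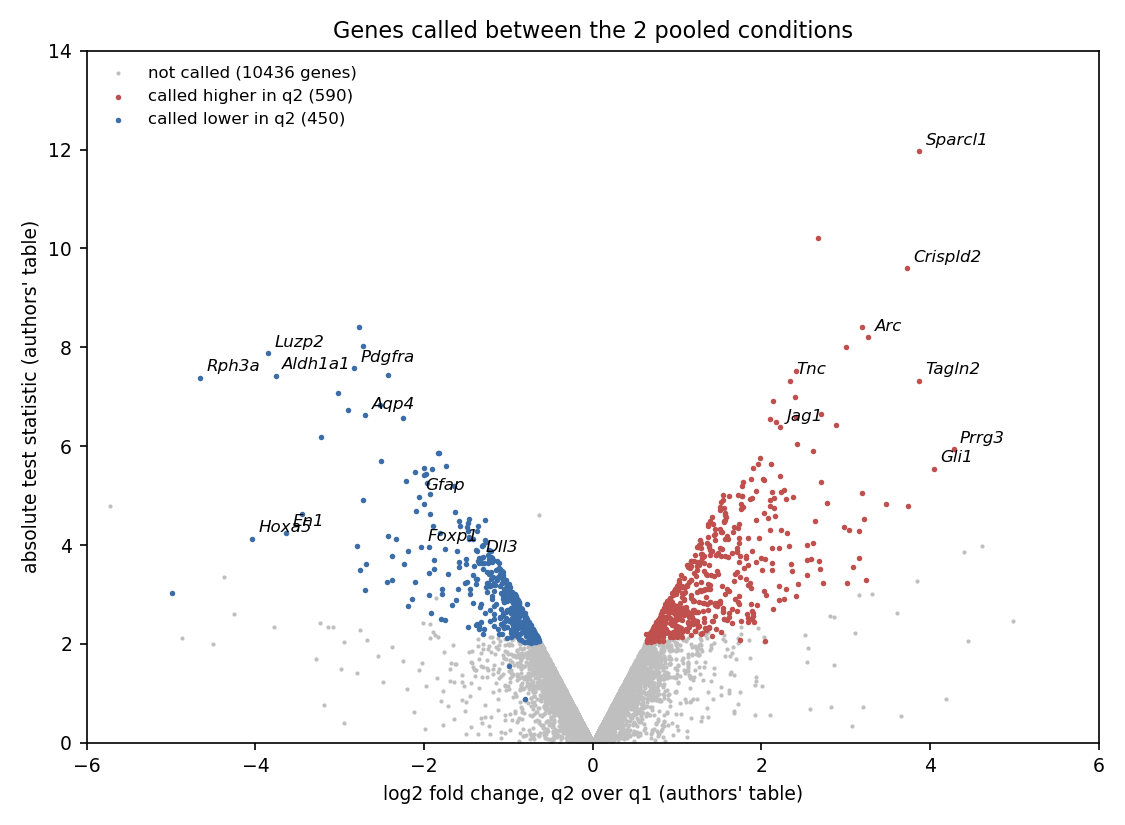
Log2 fold change of q2 over q1 (x axis) against the absolute test statistic (y axis) in the authors' deposited table, for 11476 tested genes with a known GC content. Each point is a gene, with 590 called higher in q2 in red, 450 called lower in blue and the rest in grey; Sparcl1 has the largest statistic among the called genes shown, and Foxp1 lies on the lower side.

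The called gene with the highest log2 fold change in the authors' deposited table was Prrg3 on chromosome X, at 4.28. Gli1, a transcription factor of the hedgehog pathway, followed at 4.05 in the authors' deposited table (Cuffdiff q = 0.00162). Sparcl1, which encodes a secreted matricellular protein, was 14.6-fold higher in q2, as was the actin-binding gene Tagln2, in the authors' deposited table. Further down the same ranking of the authors' deposited table stood Crispld2 at 3.72, Gxylt2 at 3.48, Arc at 3.27, Ier3 at 3.24 and Smagp at 3.21 (Cuffdiff q = 0.0332 for Ier3 and 0.00162 for the others). On the other side, the lowest log2 fold changes in the authors' deposited table belonged to 2010111I01Rik at -4.99 and Rph3a, which encodes a synaptic vesicle protein, at -4.65. The homeobox genes Hoxa5 and En1 were at -4.03 and -3.63 in the authors' deposited table (Cuffdiff q = 0.0126 and 0.0188). Aldh1a1, an enzyme of retinoic acid synthesis, was 13.5-fold lower in q2 in the authors' deposited table, and the GABA receptor subunit gene Gabra4 was 10.9-fold lower. Luzp2 at -3.85, E030003E18Rik at -3.63, St6gal2 at -3.22 and Tmem132b at -3.02 completed the lower 10 in the authors' deposited table. Among called genes with a symbol, Mfap2 and Fxyd2 were listed at 0 in q1, and Hist1h4h, Ucma, Mira and Apoc1 at 0 in q2, in the authors' deposited table.

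Within Notch signalling, Jag1 (chromosome 2, 137081451 to 137116520) had a log2 fold change of 2.22 and Dll3 of -1.35 in the authors' deposited table, both at Cuffdiff q = 0.00162. The ligand Dll4 stood at 1.27 (q = 0.136) and Dll1 at -0.43 (q = 0.26) in the authors' deposited table, neither called by Cuffdiff. The receptors were not called either: Notch1 was at -0.39, Notch2 at 0.12 and Notch3 at 0.44, and the ligand Dner was at -0.25, in the authors' deposited table. Jag2, Dlk1 and Notch4 were not tested by the authors. Of 8 tested ligands and receptors 1 was called higher, 1 lower and 6 not, and 2 and 1 passed when adjusted over the list alone (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 0.363). Published work on these cells singles out Jag1, so its place in this list is not independent evidence. Among 22 Notch targets and modulators, 1 was called higher and 1 lower, with 2 and 2 when adjusted over the list alone. These were Numbl, an inhibitor of Notch, at 0.95, and the Notch target Hes5 at -0.82 in the authors' deposited table. Of the Foxp family, only Foxp1 and Foxp4 were tested, and Foxp4 was at 0.75 in the authors' deposited table (Cuffdiff q = 0.0457), a list of 1 higher and 1 lower with the same counts when adjusted over the list alone.

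Astrocyte markers lay low as a group in q2, with a positive fold change in 3 of 19 tested. Of the 19, 8 were called lower, 1 higher and 10 not, with 9 lower and 1 higher when adjusted over the list alone (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00021). The water channel Aqp4 was at -2.70, Ndrg2 at -2.42 and the intermediate filament gene Gfap at -2.06 in the authors' deposited table, and the exception was Sparcl1. The median of the list, -0.37, lay at percentile 0.07 of random gene lists. The oligodendrocyte lineage list was split, with 3 of 13 tested members called higher and 3 lower, and 4 and 4 when adjusted over the list alone (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00292). The calls were no longer split with the GC trend removed, with 0 called higher and 4 lower and a median of -0.54 in place of -0.27. The fold changes still went both ways, as Mbp, Myrf and Nkx2-2 stayed positive at 1.62, 0.94 and 0.93. Pdgfra, the receptor of oligodendrocyte precursors, was 7.09-fold lower and Gpr17 2.67-fold lower in the authors' deposited table. The myelin gene Mbp, which lost its call with that trend removed, was 3.37-fold higher in the authors' deposited table (Cuffdiff q = 0.00719). Its statistic of 2.08 lay beside the 2.11 of Foxp4, which had a Cuffdiff q of 0.0457. Reading p from the statistic thus moved Mbp nearer the threshold, so its lost call does not rest on the GC trend alone. Neural stem cell and radial glia genes were also split, 3 higher and 3 lower of 19, with 3 and 4 when adjusted over the list alone (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0231). With the GC trend removed 2 were called higher and 1 lower, and the list no longer passed (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.328). Tnc, a matrix glycoprotein, was at 2.34 and Sox1 at 1.45, against Fabp7 at -1.13 and Ptprz1, which lost its call with that trend removed, at -0.80, in the authors' deposited table. Of 18 neuron genes 1 was called higher and 2 lower, 1 and 3 when adjusted over the list alone, with Syt1 at 1.48, Elavl3 at -1.26 and Dpysl3 at -0.67 in the authors' deposited table. None of 8 intermediate progenitor and proneural genes was called by Cuffdiff, with 1 of 8 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. After GC removal 1 was called lower, Hes6, which went from -0.55 in the authors' deposited table to -0.88. The list's median then went from -0.18 at percentile 14.84 to -0.25 at percentile 2.16. In the ventral forebrain and GABAergic list only 4 genes were tested and 1 was called, Gsx1 at -1.63 in the authors' deposited table, with 2 lower when adjusted over the list alone.

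Markers of other cell types that could be present gave few measurements. Of the microglia and macrophage list 2 genes were tested, Cd68 at 0.98 and P2ry12 at 1.37 in the authors' deposited table, and Cuffdiff called 0 of them, with 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Of the endothelial and pericyte list Kdr at 0.71 and Cspg4 at -0.27 were tested in the authors' deposited table, with 0 called by Cuffdiff, 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Fibroblast and mesenchymal genes lay high as a group in q2, with a positive fold change in 8 of 9 and a median of 0.82. Of the 9, 4 were called higher, none lower and 5 not, and the same 4 when adjusted over the list alone (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0231, or 0.0513 with calls at q under 0.1). These were the matrix genes Fn1 at 1.78, Col5a1 at 1.77 and Fbn1 at 1.39 and the smooth muscle actin gene Acta2 at 0.95 in the authors' deposited table.

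**Figure D2:**
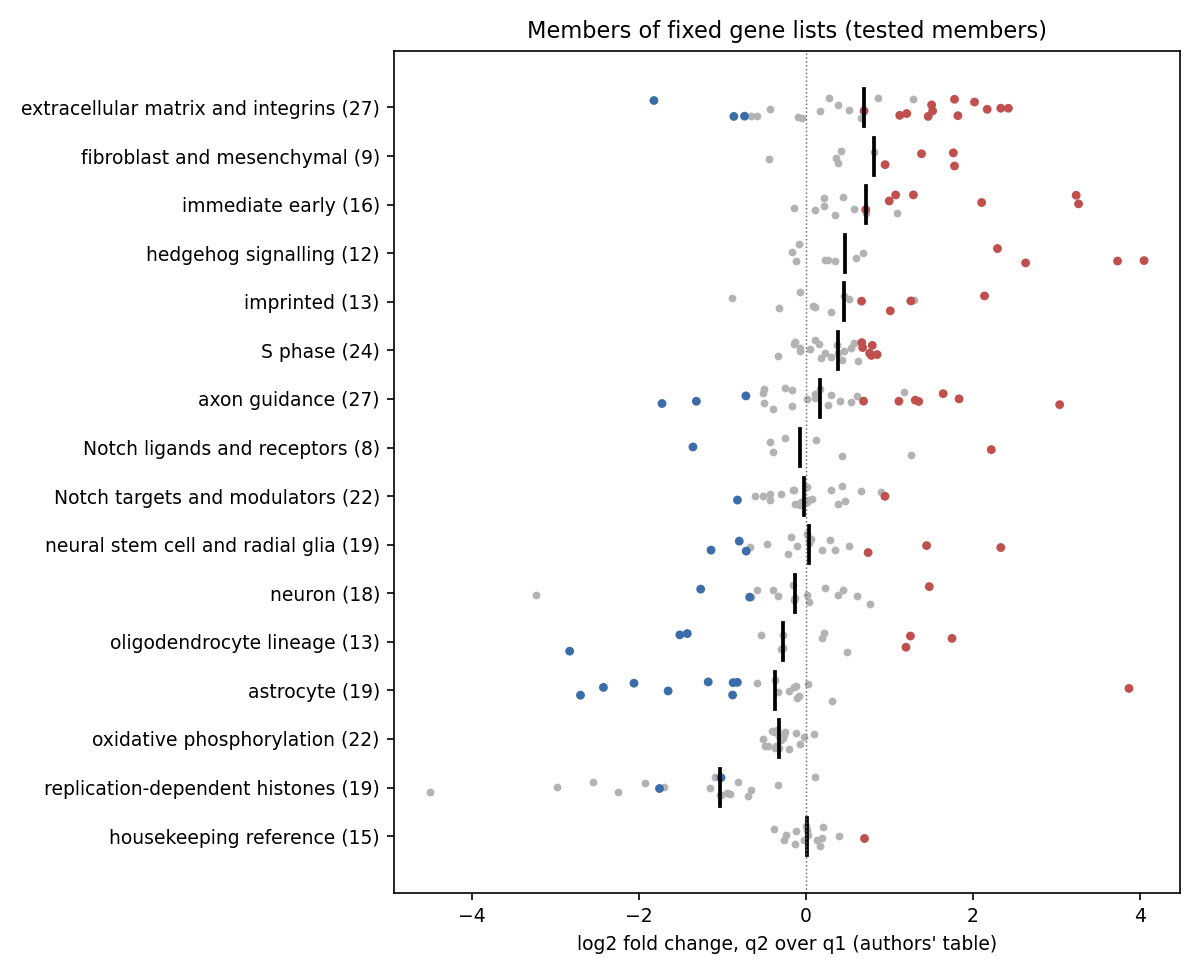
Log2 fold change of q2 over q1 in the authors' deposited table (x axis) for the tested members of 16 gene lists (y axis, number tested in parentheses). Points are genes, red if called higher, blue if called lower and grey if not called, and black bars are list medians, 0.70 for extracellular matrix and integrins and -0.37 for astrocyte markers.

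Extracellular matrix and integrin genes were the list with the smallest adjusted p among the 29 tested. Of 27 tested members 12 were called higher, 3 lower and 12 not, and 15 and 5 passed when adjusted over the list alone (Fisher's exact test, Benjamini-Hochberg adjusted p = 3.13e-08). The basement membrane collagen genes Col4a2 and Col4a1 were 5.38- and 4.51-fold higher in q2 in the authors' deposited table, and the laminin gene Lama4 4.06-fold higher. The integrin genes Itgav and Itgb8 were called lower, at -1.82 and -0.73 in the authors' deposited table. After GC removal Itgav stayed called at -1.75, while Itgb8 went to -0.57 and lost the call. Itga7 at 0.66, Itga6 at 0.17 and Itgb1 at -0.10 were not called. The median of the list was 0.70, at percentile 100 of random lists, and it shares Fn1 and Tnc with other lists. Axon guidance genes were called 7 higher and 3 lower of 27, with 10 and 4 when adjusted over the list alone (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.000629). The ephrin Efnb3 was at 3.04, Sema4d at 1.84 and the netrin receptor Unc5b at 1.65, against the secreted guidance cue Slit2 at -1.72, in the authors' deposited table. Of 12 hedgehog signalling genes 4 were called higher and none lower, with 6 when adjusted over the list alone. The ligand Shh was 6.20-fold and the pathway inhibitor Hhip 4.91-fold higher in q2 in the authors' deposited table, beside Gli1. Fisher's exact test gave this list a Benjamini-Hochberg adjusted p of 0.0569, above the threshold, and its median of 0.48 lay at percentile 99.92.

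Immediate early genes were called 7 higher and none lower of 16, with 9 higher when adjusted over the list alone (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00182). With the GC trend removed 4 were called higher, and the list passed for higher calls alone but not in both directions together (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0178 and 0.0822), with a median of 0.48 at percentile 100. Arc, Ier3, Klf4 and Egr2 were 9.63-, 9.44-, 4.31- and 2.44-fold higher in q2 in the authors' deposited table. Feedback genes of FGF and EGF signalling, the growth factors in the medium, were called 3 higher of 18, also 3 when adjusted over the list alone, namely Dusp4 at 1.76, Spry4 at 1.12 and Etv5 at 0.89 in the authors' deposited table. Wnt signalling genes numbered 3 higher and 1 lower of 23, the same when adjusted over the list alone, among them the receptor Fzd1 at 1.77 and Wnt7b at -0.68 in the authors' deposited table. With the GC trend removed 1 was called higher and 1 lower, as Fzd5 and Sfrp2 went from 1.02 and 0.99 in the authors' deposited table to 0.80 and 0.73, and the list's median went from percentile 98.13 to 88.56. For BMP and TGF-beta signalling 2 of 17 were called higher and 1 lower, 3 and 1 when adjusted over the list alone. The receptor Tgfbr2 was at 1.39 and the SMAD repressor Skil at -1.31 in the authors' deposited table. With the GC trend removed this list's median rose from 0.03 at percentile 73.84 to 0.27 at percentile 99.73. Smad3 went from 0.76 in the authors' deposited table to 0.62 and lost the call. The FGF and EGF, Wnt and BMP and TGF-beta lists did not pass (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.389, 0.363 and 0.389).

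Genes of S phase were called 6 higher and none lower of 24, with 8 when adjusted over the list alone (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0569). The replication licensing genes Cdt1 and Mcm3 were at 0.85 and 0.76 and the transcription factor E2f1 at 0.79 in the authors' deposited table. With the GC trend removed 1 S phase gene was called higher, and Cdt1 and E2f1 lost the call, while the list's median stayed at percentile 100. None of 25 G2 and M phase genes was called by Cuffdiff, with 3 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Replication-dependent histone genes lay low as a group, with a median of -1.02 at percentile 0 of random lists, although only 2 of 19 were called lower, or 5 when adjusted over the list alone. The called members were Hist1h1a at -1.75 and Hist1h2bc at -1.01 in the authors' deposited table, and Fisher's exact test gave a Benjamini-Hochberg adjusted p of 0.898. Cell cycle inhibitors and senescence genes had 0 of 11 called by Cuffdiff, 2 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Among 18 p53 targets Plk2 was higher at 1.42 and Trp53inp1 lower at -0.83 in the authors' deposited table, with 2 higher and 1 lower when adjusted over the list alone.

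Oxidative phosphorylation genes lay slightly low as a group: 1 of 22 had a positive fold change, the median was -0.31 and it lay at percentile 0.06. None of them was called by Cuffdiff, 3 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. Glycolysis and hypoxia genes were called 2 higher of 21, with 2 higher and 1 lower when adjusted over the list alone; hexokinase Hk2 was 3.30-fold and Pfkfb3 1.71-fold higher in q2 in the authors' deposited table. In cholesterol synthesis 1 of 20 was called higher in the authors' deposited table, also 1 when adjusted over the list alone. Cytosolic ribosomal protein genes had 1 of 27 called, Rpl8 at 0.83 in the authors' deposited table, and 1 when adjusted over the list alone. Imprinted genes were called 4 higher and none lower of 13, with 4 and 1 when adjusted over the list alone (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0688), led by Peg10 at 2.14 and Nnat at 1.26 in the authors' deposited table. The interferon response list had 1 of 12 called, Rsad2 at -1.80 in the authors' deposited table, and 1 when adjusted over the list alone. Antigen presentation had 0 of 11 called by Cuffdiff, 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. The unfolded protein and integrated stress response list had Pdia4 higher at 0.63 and Slc7a11 lower at -0.96 of 22 in the authors' deposited table, with 1 and 2 when adjusted over the list alone. Housekeeping reference genes had 1 of 15 called, Hprt at 0.70 in the authors' deposited table, also 1 when adjusted over the list alone, and a median of 0.01. Among 4 tested Hox genes 1 was called lower and 2 when adjusted over the list alone; Hoxa3, Hoxa4 and Hoxa5 share a locus in the authors' deposited table, so their values are uncertain. No mitochondrially encoded gene was tested.

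Fold changes in the authors' deposited table followed the GC content of the transcripts, with a Spearman rho of 0.43 across 11476 genes, which are not independent replicates. With genes in 10 equal bins of GC content, the lowest bin had a median log2 fold change of -0.31 and 16 called higher against 90 lower, and the highest bin had 0.30 and 144 against 25. With this trend removed the matrix, astrocyte, axon guidance, fibroblast and oligodendrocyte lists stayed past the threshold (Fisher's exact test, Benjamini-Hochberg adjusted p = 2.70e-08, 3.05e-06, 1.28e-05, 0.0155 and 0.0433), with 0 higher and 4 lower called in the oligodendrocyte list. Its higher members Mbp, Myrf and Nkx2-2 went from 1.75, 1.20 and 1.25 in the authors' deposited table to 1.62, 0.94 and 0.93 and lost the call. The hedgehog, histone and imprinted lists, which had missed the threshold in both directions together, then passed it (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0424, 0.013 and 0.0433). The hedgehog and imprinted lists had 4 calls before and after, against fewer calls in all genes. The histone list had 6 called lower, but its 2 calls had become 3 by the reading of p alone, and the 6 include Hist1h3b, with a p of 0.25 in the authors' deposited table. The S phase list had 1 call left, while its median went from 0.39 to 0.45, at percentile 100 both times. Foxp4, Numbl, Cdt1, E2f1, Trp53inp1, Slc7a11, Pdia4 and Rpl8 also lost the call. Their folds shrank by different amounts, from 0.75 in the authors' deposited table to 0.41 for Foxp4 and from 0.63 to 0.59 for Pdia4, which lay near the threshold before. Foxp1, Jag1, Dll3, Hes5 and Mcm3 stayed called.

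**Figure D3:**
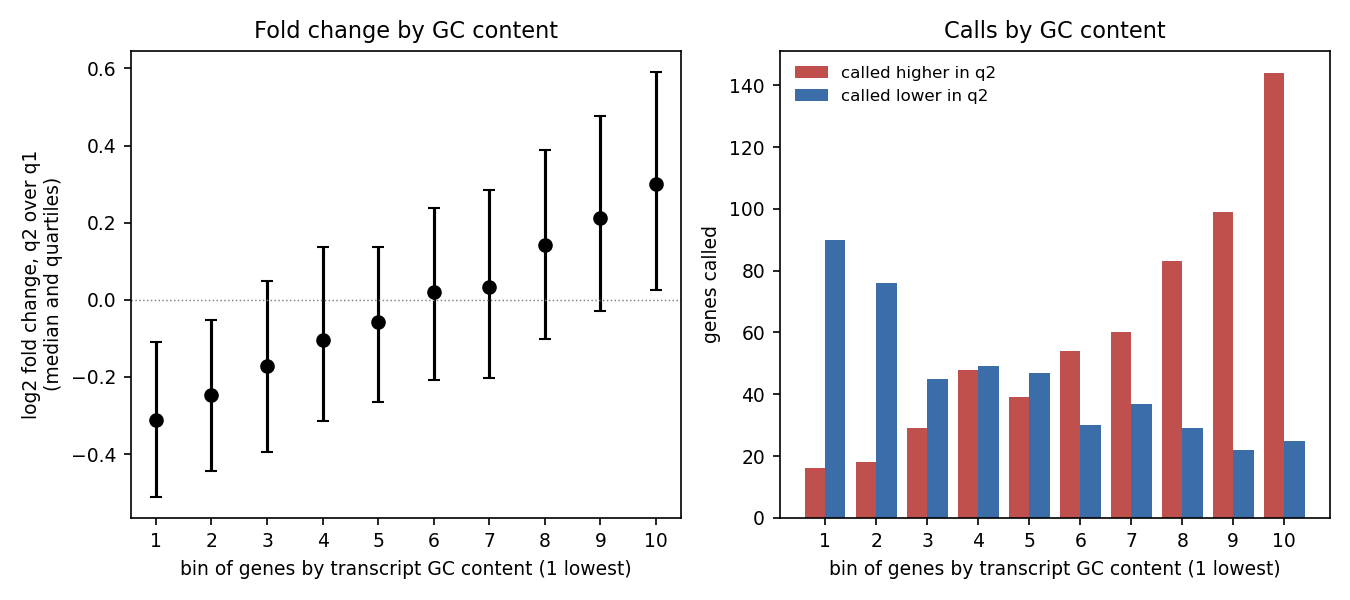
Left, median log2 fold change of q2 over q1 (points, bars from lower to upper quartile) in 10 equal bins of genes by transcript GC content, rising from -0.31 to 0.30. Right, number of genes called higher (red) and lower (blue) in each bin, from 16 and 90 in the lowest to 144 and 25 in the highest.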

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

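The GC and length corrections, p-values read from the statistic, unmatched random lists and the restriction to unshared loci were chosen after seeing the data; the other alternatives were planned. The 1168 calls (649 higher, 519 lower) became 667 (374 and 293) at q under 0.01, 687 (418 and 269) with an absolute log2 fold change of at least 1, and 425 (242 and 183) with normal p-values from the statistic. The first and second are narrower by construction, and the cause of the third was not tested. The looser q, single symbols, entries above 0 in both conditions, unshared loci and GC removal kept each count within 1.5 times. Centring on the median of tested genes (-0.04) leaves every q as it is and is smaller than any called fold, so it could not change a count. Among genes with a known GC content, GC removal gave 840 calls in place of 1040, with 696 genes shared in the same direction, 344 lost and 144 gained. This changes the reading of p as well: with p read from the statistic and no GC removal there were 1152 calls, of which GC removal kept 743 in the same direction and lost 409, with 97 gained. Only 2 of the 344 losses came with the reading of p alone. Of 121 named genes other than Foxp1, 100 kept their side of the threshold, 17 lost the call and 4 gained it, Hes6 and Sp8 with GC removal and Hoxa3 and Hoxa4 already with p read from the statistic; Foxp1 stayed called at -2.05. At q under 0.1 the fibroblast list missed the threshold and the S phase and hedgehog lists passed it (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0513, 0.0194 and 0.00841). No paired analysis was possible because the table holds 1 value per comparison and no library values. For the same reason leaving out each replicate was not run. The planned filters on mean FPKM, the FPKM-based background and the pseudocounts were not run either, because they need the per-condition values that were not used. Depth is unknown, so how far it limits the untested genes is open.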

Other observations

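The gene families, the sex-linked genes, the fibroblast, vascular, S phase and XX or XY tests, the direction-specific list tests, the paired form of the resampling and the matching used for small RNA genes were chosen after the values were seen; the GC, length and poly(A) tests were written before their results. Families of genes that share a symbol stem were compared with all tested genes, in 362 tests over 181 families of at least 8 tested members, and 4 passed (Fisher's exact test, Benjamini-Hochberg adjusted). Annexins, calcium-dependent membrane-binding proteins, were called higher in q2 for 4 of 8 genes (Fisher's exact test, adjusted p = 0.0359), with Anxa3 at 3.08, Anxa7 at 2.78, Anxa2 at 2.61 and Anxa11 at 2.21 in the authors' deposited table. Among genes with the collagen stem Col, 8 of 21 were called higher (Fisher's exact test, adjusted p = 0.00168), among them Col28a1 at 2.70 in the authors' deposited table, while the collagens Col26a1 and Col11a1 were called lower at -1.06 and -0.86, as was Col4a3bp at -1.03, which shares the stem but is not a collagen. Cadherins and protocadherins, which join neighbouring cells, passed the test for lower calls, with medians of -0.54 and -0.50. Of 10 cadherins 5 were called lower (Fisher's exact test, adjusted p = 0.00342), with Cdh13 at -1.25, Cdh10 at -1.21, Cdh11 at -1.15, Cdh6 at -0.77 and Cdh2 at -0.71 in the authors' deposited table. Of 10 protocadherins 4 were called lower (Fisher's exact test, adjusted p = 0.0359), with Pcdh15 at -1.91, Pcdh17 at -1.49, Pcdh7 at -1.02 and Pcdh11x at -0.95 in the authors' deposited table. After GC removal 6 collagens and 4 annexins were called higher and 3 cadherins and 4 protocadherins lower, and Cdh2 and Cdh6 were no longer called. The families were not tested again on these counts, so whether they still pass is open.

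Tested by direction, the higher calls were enriched among hedgehog, imprinted and S phase genes (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0112, 0.0133 and 0.00583), which the test of both directions together had missed. After GC removal the hedgehog and imprinted lists still passed and the S phase list did not (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0083, 0.00927 and 1). The lower calls were enriched among astrocyte genes alone of the 29 lists (Fisher's exact test, Benjamini-Hochberg adjusted p = 7.55e-06). After GC removal they were enriched among astrocyte, oligodendrocyte lineage and histone genes (Fisher's exact test, Benjamini-Hochberg adjusted p = 5.41e-08, 0.00526 and 0.000254). Irak1, a kinase of innate immune signalling on chromosome X, had a log2 fold change of 2.67 with a statistic of 10.2 in the authors' deposited table.

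The matrix list was higher and the astrocyte list lower in q2. Removing the GC trend kept 105.5% of the distance between their medians (range over resampled members, each compared before and after, 67.9 to 142.4), which argues against that trend as the whole source, although the form computed first, with the earlier distance held fixed, gave 45.7 to 191.9 and would have left it open. Fold changes hardly followed transcript length (Spearman rho -0.03 across genes), so removing that trend, which kept 97.0% (93.5 to 110.4), barely tests it. Fibroblasts and vascular cells stay open, since 0 of 6 abundant fibroblast genes and 0 of 15 endothelial and pericyte genes were called higher, but only 1 and 2 of them were tested. In the authors' deposited table Col1a1 stood at 0.43 (Cuffdiff q = 0.604) and Col1a2 was listed at 0 in q2. Dcn, Lum and Postn had a fold change of exactly 0, a value held by 6842 entries, of which 0 were tested. It is therefore not read as an equal level in both conditions. The untested Col3a1, Emcn and Flt1 stood at 2.28, 3.72 and 3.42, and 4 of 9 genes of the fixed fibroblast list were called higher. The conditions are the 2 shRNA groups, so a response to the Foxp1 shRNA stays open too. Its direction is not stated, because the codes are not tied to the groups. No test run here separates it from other differences between the cultures.

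Replication-dependent histone mRNAs, which lack a poly(A) tail, were lower in q2 with a median of -1.02. Fewer cells in S phase is argued against, because the S phase list lay at percentile 100 of random lists, and at 100 after GC removal. That test was chosen after these values were seen, and 1 of 24 members was still called after GC removal. Carry-over of RNA without a poly(A) tail may have differed between the conditions: the median of 45 tested structured small RNA genes, -0.59, lay at percentile 0.02, with 29 of them lower and 1 called. Both gene classes are short, and the authors' statistics for the shortest genes do not follow their p-values, so this stays a hypothesis.

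Xist, the RNA that silences an X chromosome, was 9.15-fold higher in q2 in the authors' deposited table, while the Y-linked genes Ddx3y, Eif2s3y and Uty were called lower at -1.38, -0.92 and -0.91 and Kdm5d stood at -0.62 (Cuffdiff q = 0.107). The fifth tested gene placed on chromosome Y, Erdr1, which belongs to the pseudoautosomal region shared with chromosome X, was called higher at 1.21 in the authors' deposited table and is not counted with them. A different share of XX and XY cells may underlie this, but the 4 of 4 genes lower in q2 were picked after their values were seen, so the count does not test it. Removing the GC trend moved the median of the 4 from -0.91 to -0.54 (single genes -1.01 to -0.38). The trend can thus account for part of their shift. Ddx3y, Eif2s3y and Uty, at GC contents of 35.7%, 37.2% and 38.2%, all received the same correction. A trend that continues within that range was therefore not removed, and the rest of the shift cannot decide whether the trend is the whole source. Eif2s3y and Uty lost the call because their fold changes shrank to -0.55 and -0.53. Xist went from 3.19 in the authors' deposited table to 3.50 and stayed called. The X-linked partners Kdm6a, Kdm5c, Ddx3x and Eif2s3x had a median of -0.03, or 0.21 after GC removal, and 412 X-linked genes one of -0.07, or 0.02, Tsix overlaps Xist with the use of strand not given in the sources used here, and an effect of the shRNA on Xist was not tested.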
